A study of Mus musculus with 6 samples. Its data were reported in "BMP signaling and cellular dynamics during regeneration of airway epithelium from basal progenitors" (2016).

How the data were processed

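RNA was measured in tracheal mesenchyme of male C57Bl/6 mice, in 3 control samples and 3 samples taken 48 h post injury (hpi) by inhaled sulfur dioxide. Per the labels, each sample pooled the tissue of 4 mice, and the epithelium was removed after 23 min in dispase. Injury was 4 h at 500 ppm SO2. The 3 samples of a group are separate pools of mice, so the p-values measure the spread between pools, not between single mice.

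The authors hybridized amplified RNA of each sample to 1 Affymetrix mouse genome array. They normalized the arrays by robust multi-array analysis (RMA), which corrects background, quantile normalizes the probe intensities and summarizes them per probe set. The deposited values are RMA expression values on the log2 scale, 1 per probe set and array. The submitters' processing notes name RMA, Partek 6.5 and Affymetrix Expression Console 1.1. The study's methods name Partek for data analysis and RMA on each data set. RMA removes differences in total brightness between arrays, so a change shared by most genes cannot be seen in these values, and it compresses the folds of dim genes toward 0. Background correction could not be redone from the value table. For arrays, their number limits the precision.

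The table held 45101 probe sets, of which 64 Affymetrix controls were left out of the tests and 45037 were tested. The platform annotation gave 1 gene symbol to 34945 probe sets, several to 932 and none to 9160. Symbols of 34741 probe sets were matched through Entrez identifiers to a RefSeq gene table of assembly GRCm38.p6, used for names only. This left 18193 genes. A gene took the values of its probe set with the highest mean over all 6 arrays. Of these genes, 9010 had more than 1 probe set. No coordinates are printed, since no build is named for the array.

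The test was limma (version 3.58.1, in R 4.3.3), with lmFit and eBayes, two-sided, group as the only factor and Benjamini-Hochberg adjustment over all 45037 probe sets, at adjusted p 0.05. The residual degrees of freedom were 4, to which the shared spread added 3.21. Every adjusted p of a gene in the text comes from this fit unless another setting is named. Errors of log2 fold changes are standard errors (SE) of the fit, and errors of group means are SDs.

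A set of 45 gene lists, covering BMP, other signaling pathways, injury responses and markers of the cell types that tracheal tissue could hold, was fixed before the data were examined. Of 755 listed genes 702 were measured, and the others are not analysed here. Each list was tested with camera from limma, at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 45 lists. Camera asks whether the genes of a list moved up or down on balance relative to other genes, so members that moved both ways cancel. It was repeated with a correlation estimated from the residuals. Fry was run as an alternative, which asks whether the genes of a list moved on balance one way, without comparison with other genes. Members of each list were also adjusted over the list alone.

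The rule for named genes was fixed before the data were examined as well. It took the 12 largest rises and the 12 largest falls among genes past the threshold whose 3 values at 48 hpi all lay on one side of the 3 controls. It also took BMP list members past the threshold, 17 BMP genes whatever their result, Il6, Pdgfra, and from every other list up to 2 rises and 2 falls past the threshold, or the 2 members with the highest mean where none passed. Of the genes the rule took, 1 is not reported here. A few further list members are named below after their values were seen, and this is said there.

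Replicate numbers in the labels are shared by the groups. After removal of the group means, samples with the same number deviated together, with correlations across probe sets of 0.70, 0.42 and 0.39, and each of the 3 controls and 3 injured samples correlated best with its own number. The pairing comes from the data, since the labels do not say that a number marks a shared day or batch. A fit with the replicate number as a block is therefore given beside a result where it changed a call or moved a count by over 1.5 times. It has 2 residual degrees of freedom.

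The fit was tested on simulated data for 48 hpi against control, drawn from the real means and SDs of the 45037 probe sets, with 67 genes changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold. It called 98.5% of genes changed 4-fold with the right sign, 62.7% of those changed 2-fold and 10.4% of those changed 1.5-fold, with 6 false calls. With replicate effects added to the simulation these shares were 81.8%, 32.8% and 1.49% without the block, with 0 false calls. With the block they were 78.8%, 1.49% and 0%, with 2 false calls. The block thus lowered the simulated shares. In the data it raised the counts, from 904 rises and 226 falls to 1596 and 845. The simulated shares are therefore no guide to the power of the block here. The set test, run on the 18193 genes, called a list of 25 genes shifted by 0.5 on the log2 scale and 0 of 20 unchanged lists. Means and SDs hold no correlation between genes, so this does not test the preset correlation of 0.01 on lists of correlated genes. The estimated correlation was 0.48 for mitosis genes and 0.42 for macrophage markers, for example.

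Alternatives fixed before the data were examined were the replicate block, quantile normalization of the deposited values, centering of each array on its median, a floor at the 20th percentile of all values (3.66 on the log2 scale), removal of probe sets with a mean under the 40th percentile (4.76), the mean of all probe sets of a gene, an intensity trend with a robust prior, array weights, an equal-variance test of each probe set without sharing of the spread, a fold of at least 1.5 as a second threshold, and leaving out each sample. The equal-variance test had 1 factor and mesenchyme arrays alone. It is not the study's own test, which had 2 factors and took in epithelium, not analysed here. Further alternatives were chosen after seeing the data. These were the arrays with higher or lower hybridization spike-in controls as a block, the difference between 3' and 5' control probe sets as a covariate, and leaving out both samples numbered 1, with and without the replicate block.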

Results

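RNA of tracheal mesenchyme was profiled on 6 arrays, 3 from control mice and 3 from mice at 48 h after SO2 inhalation, a gas injury that strips the luminal cells from the airway epithelium. The mesenchyme holds fibroblasts, cartilage, smooth muscle and vessels and lies under the regenerating epithelium. The comparison asks how this tissue changed during repair, and in particular how its BMP ligands, receptors and antagonists changed. Arrays of the same group correlated at 0.987 to 0.994 over probe sets, and no pair was identical.

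At 48 hpi, most genes of cell division and most macrophage markers rose, with part of the neutrophil markers and chemokines, whereas falls were fewer and smaller. In total 904 genes rose and 226 fell, so that 80% of the called genes rose. A change of over 2-fold was found in 383 of the genes that rose and in 6 of those that fell. Over probe sets, 1572 rose and 381 fell. All 1130 called genes had their 3 values at 48 hpi on one side of the 3 control values, as did 30.4% of all genes, where chance gives 10%. With the replicate number as a block, 1596 genes rose and 845 fell, over 2896 and 2032 probe sets, and these included all 1130 genes with the same sign. Counts fell when samples were left out, to 349 genes that rose and 17 that fell without 48 hpi replicate 3, and to 413 and 76 without both samples numbered 1, which stood apart from the others in both groups.

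The largest rise was in Ppbp, a platelet and myeloid chemokine, which went from 3.89 ± 0.17 in controls to 10.17 ± 0.62 at 48 hpi (SD, n = 3), a 77.6-fold change with an adjusted p of 0.000167. Next came Chil3, a chitinase-like protein of alternatively activated macrophages (log2 fold change 5.79 ± 0.73, SE), and the neutrophil chemokine Cxcl3 (5.51 ± 0.48). The control means of Ppbp, Chil3 and Cxcl3 (2.76) lay below 4.76, the bound used here for dim probe sets. So did those of Birc5, Ccnb2, Clec4d and Clec4n, given next. That of Cxcl3 also lay below the 20th percentile of all values. The folds and ranks of all these genes are therefore poorly fixed. The same limit holds for the folds of Uhrf1, Cdc6, Itgam, Chrdl2, Ereg and Wnt2, given further below. Also among the 12 largest rises were the mitotic genes Birc5 (4.27 ± 0.28), Ube2c (3.74 ± 0.12) and Ccnb2 (3.61 ± 0.14), the calprotectin genes S100a8 (4.27 ± 0.77) and S100a9 (4.13 ± 0.72), Ms4a6d (3.82 ± 0.24) and the C-type lectins Clec4d (3.73 ± 0.28) and Clec4n (3.68 ± 0.17). Of the 12, 10 to 12 stayed past the threshold when any 1 sample was left out. S100a8 and S100a9 were the ones lost, with adjusted p up to 0.126 and 0.115, both without 48 hpi replicate 3.

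The largest falls were smaller. Pcp4, a calmodulin-binding protein, fell by 1.79 ± 0.36 on the log2 scale, and Lrat, which esterifies retinol, fell by 1.58 ± 0.17. They were followed by the glutamate receptor Gria1 (-1.26 ± 0.18), the epithelial chemokine Ccl28 (-1.13 ± 0.21), the ferritin receptor Scara5 (-1.02 ± 0.15), the heat shock gene Hspa1b (-1.02 ± 0.20), Gprasp2 (-0.98 ± 0.15), Itih5 (-0.97 ± 0.17), Amy1 (-0.97 ± 0.15), Cldn11 (-0.95 ± 0.18), the estrogen receptor Esr1 (-0.95 ± 0.13) and Txnip (-0.95 ± 0.15). The 48 hpi means of Lrat (4.52) and Cldn11 (4.47) lay below 4.76, the bound for dim probe sets, so the folds and ranks of both are poorly fixed too. Adjusted p of the 12 falls ranged from 0.00376 for Lrat to 0.0412 for Pcp4. These falls were less secure than the rises: 8 of the 12 stayed past the threshold without 48 hpi replicate 1, 7 without 48 hpi replicate 2, 5 without 48 hpi replicate 3, 6 without control replicate 1, 6 without control replicate 2 and 2 without control replicate 3. Lrat alone passed in all 6 of these fits.

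Cell cycle genes rose almost as a whole. Of 27 measured mitosis genes 26 rose, with a median log2 fold change of 2.55, and the same 26 passed when adjusted over the list alone. Beside Birc5 and Ube2c, this list held the proliferation marker Mki67 (3.53) and the mitotic kinase gene Cdk1 (3.48), both named after their values were seen. Foxm1, also named after its values were seen, was the 1 member that did not pass, at 0.19. Of 21 DNA replication genes 19 rose over all genes tested and 21 when adjusted over the list alone, with a median of 1.14. Uhrf1, which maintains DNA methylation behind the replication fork, rose by 2.87 ± 0.15 and the replication licensing factor Cdc6 by 2.30 ± 0.24. The set test gave adjusted p = 7.61e-39 for mitosis and 6.72e-21 for DNA replication genes. Both had adjusted p = 0.252 with an estimated correlation, the smallest of any list.

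Markers of myeloid cells rose, most of those of macrophages and part of those of neutrophils. Entry of such cells and changed expression in resident cells cannot be told apart from these values. Of 24 monocyte and macrophage markers 20 rose (21 when adjusted over the list alone), with a median of 1.38. They were led by Chil3 and included the complement receptor subunit Itgam (2.88) and the scavenger receptor Msr1 (2.45), while Lyz2 (-0.43), Marco (-0.24) and Gpnmb (-0.04) did not pass. All of these but Chil3 were named after their values were seen. Of 15 neutrophil markers 7 rose (10 when adjusted over the list alone, where 1 fell), led by S100a8 and S100a9. Of the 8 members that did not pass, 2 lay below 0. Among the 8 were the granule genes Camp (0.01) and Ngp (-0.26), expressed in immature neutrophils, and Mmp9 (0.98), Mmp8 (0.39) and Pglyrp1 (-0.97). These were named after their values were seen. With the replicate block 10 neutrophil markers rose, Mmp9 among them (adjusted p = 0.00178, against 0.123 without the block). Set tests gave adjusted p = 1.07e-19 for macrophage and 4.99e-06 for neutrophil markers, against adjusted p = 0.298 and 0.525 with an estimated correlation. Without 48 hpi replicate 1, without 48 hpi replicate 3 and without control replicate 3, 4 of the 7 neutrophil calls remained.

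Chemokine genes rose with them, in 15 of 29 members (17 when adjusted over the list alone), with adjusted p = 4.59e-09 for the list and adjusted p = 0.603 with an estimated correlation. Ppbp and Cxcl3 led. Calls of members depended on single samples: 5 of the 15 remained without 48 hpi replicate 3, 6 without 48 hpi replicate 1, 6 without control replicate 2 and 6 without control replicate 3. Of 15 inflammatory cytokine genes 2 rose, Il1b (2.34 ± 0.22) and the alarmin Il33 (0.83 ± 0.11), and the list was not called. Among 17 genes of the IL6 family and STAT3 response, the acute phase gene Saa3 (2.38 ± 0.29) and the cytokine gene Osm (1.31 ± 0.14) rose. Adjusted over the list alone 8 rose and 2 fell, and with the replicate block 7 rose and 1 fell. The list had adjusted p = 0.00830 and adjusted p = 0.603 with an estimated correlation. Il6 itself was not past the threshold (1.77 ± 1.01, adjusted p = 0.401), because its control values were spread over 9.62, 7.84 and 5.01 while those at 48 hpi were 9.36, 9.48 and 8.93. Of 19 interferon response genes 1 rose, Oas1a (0.98 ± 0.20), while 5 did when adjusted over the list alone and 7 with the replicate block. Oas1a stayed past the threshold only without 48 hpi replicate 2, with adjusted p up to 0.152 in the other leave-one-out fits. The list was called at adjusted p = 0.000271, with adjusted p = 0.603 with an estimated correlation.

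Matrix genes of wound repair rose in part. Of 29 members 9 rose (16 when adjusted over the list alone, where 2 fell), and 14 rose and 1 fell with the replicate block. Ptx3, a soluble pattern recognition protein, rose by 2.55 ± 0.31 and the protease inhibitor Timp1 by 2.47 ± 0.30. The list had adjusted p = 5.51e-05 and adjusted p = 0.252 with an estimated correlation. Without control replicate 2, 5 of the 9 calls remained. Of 17 collagen genes Col18a1 rose (1.28 ± 0.10), with 6 rising when adjusted over the list alone, and 8 rising and 1 falling with the replicate block. The collagen list was called at adjusted p = 0.0175, against adjusted p = 0.775 with an estimated correlation, and lost its call without control replicate 1 (0.335), without 48 hpi replicate 2 (0.277), with dim probe sets left out (0.0649) and with the spike-in block (0.111). Among 19 endothelial markers Cdh5 (0.71 ± 0.14), Tie1 (0.65 ± 0.10) and Esam (0.48) rose, as did 3 when adjusted over the list alone and 5 with the replicate block. Esam was named after its values were seen. Of these 3, 0 passed without control replicate 3, without 48 hpi replicate 1 or without 48 hpi replicate 2, 1 without control replicate 2 or 48 hpi replicate 3, and 2 without control replicate 1. The median was 0.27, with adjusted p = 0.00632 and adjusted p = 0.603 with an estimated correlation.

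**Figure D1:**
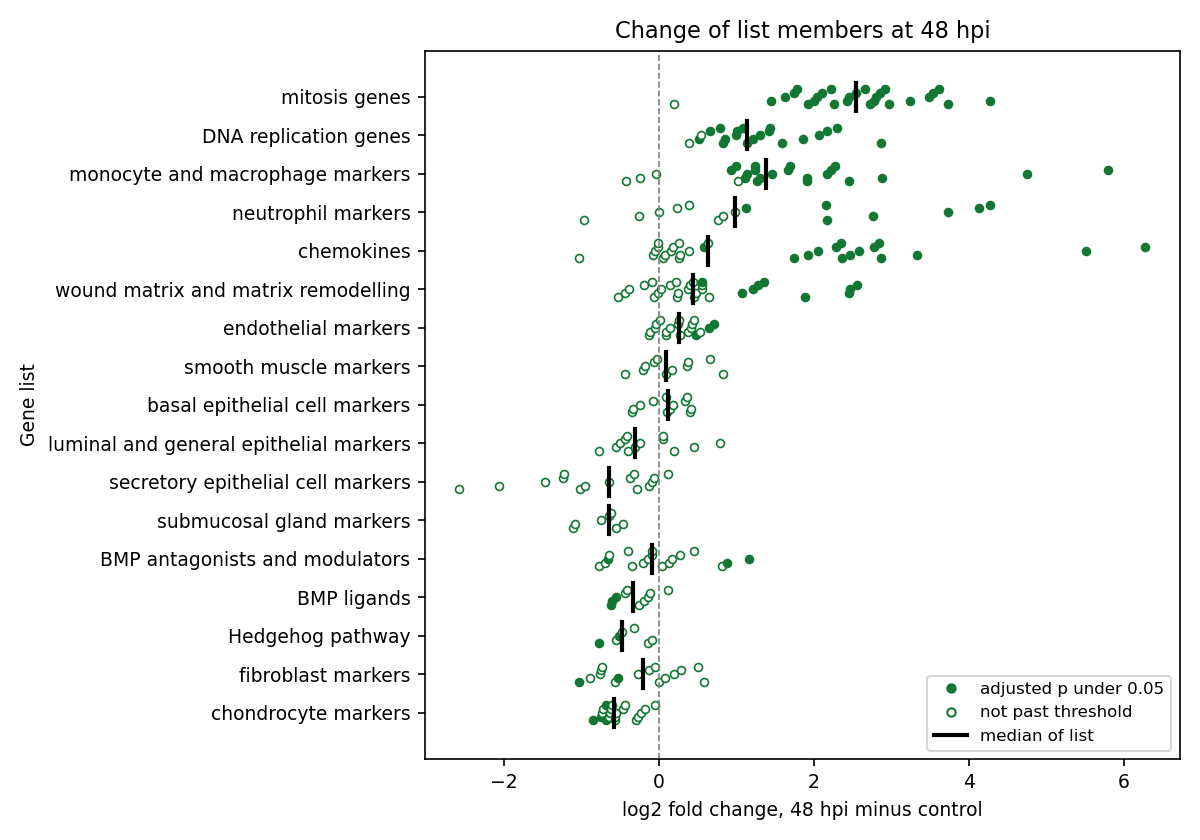
Log2 fold change at 48 hpi against control (horizontal axis) of the measured members of 17 gene lists (vertical axis), 1 point per gene, filled where the adjusted p was under 0.05, with a bar at the median of each list. Medians run from 2.55 for mitosis genes to -0.64 for secretory epithelial and submucosal gland markers, neither of which had a called member.

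Within the BMP pathway, 2 antagonists rose and 1 fell, and 3 of 10 ligands fell. Fst, which encodes the BMP and activin binding protein follistatin, rose 2.24-fold, from 7.81 ± 0.31 to 8.97 ± 0.20 (SD, n = 3, adjusted p = 0.0163), and both of its 2 probe sets passed. Fstl3, a related secreted antagonist, rose by 0.88 ± 0.09 (adjusted p = 0.00351). Twsg1, a modulator that binds BMP and chordin, fell by 0.66 ± 0.11 (adjusted p = 0.0209), although only 1 of its 4 probe sets passed. The call of Fst was lost without 48 hpi replicate 1 (adjusted p = 0.0543) and without 48 hpi replicate 3 (0.0803), that of Twsg1 in all leave-one-out fits but the one without 48 hpi replicate 2, and that of Fstl3 in none. Of 18 antagonists and modulators 2 rose and 1 fell, against 3 and 4 when adjusted over the list alone. The study named Fstl3, Chrdl2, Twsg1, Bambi and Crim1 from arrays that include these samples, and reported Fst and Bmp4 from them too, so the counts of these lists are not independent evidence.

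Among BMP ligand genes, 3 fell. Bmp6 fell by 0.62 ± 0.13 (adjusted p = 0.0420), Bmp2 by 0.60 ± 0.13 (0.0483) and Bmp5 by 0.56 ± 0.08 (0.0143), the latter in 1 of 3 probe sets. Bmp4 was 8.25 ± 0.08 in controls and 7.83 ± 0.17 at 48 hpi (SD, n = 3), a log2 fold change of -0.41 ± 0.11 that did not pass (adjusted p = 0.0894) but did with the replicate block (0.0437). Of 10 measured ligands 0 rose and 3 fell over all genes tested, and 5 fell when adjusted over the list alone. The list was called lower at adjusted p = 0.00130, with a median of -0.34 and adjusted p = 0.252 with an estimated correlation. None of the Bmp2 fits without 1 sample passed (adjusted p from 0.0624 to 0.165). Bmp6 passed only without 48 hpi replicate 1, and Bmp5 in 3 of the 6.

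Several further BMP genes did not pass without the replicate block but did with it. Those fixed by name beforehand, besides Bmp4, were Chrdl2 (0.82 ± 0.19, adjusted p = 0.0615 and 0.0184 with the block), the pseudoreceptor Bambi (-0.77 ± 0.19, 0.0720 and 0.00757), Crim1 (-0.65 ± 0.17, 0.0865 and 0.0335), the receptor Bmpr1b (-0.56 ± 0.23, 0.248 and 0.0182) and the target gene Id1 (-0.57 ± 0.22, 0.220 and 0.0260). Chrdl2 also passed without 48 hpi replicate 1 (0.0318). Gdf5 (-0.44), Fstl1 (0.46), Grem1 (-0.69), Eng (0.43) and Id4 (-0.68), named after their values were seen, passed with the block as well and not without it. With the block, 5 ligands fell, 4 antagonists rose and 4 fell, and 1 of the 11 receptors rose and 1 fell. Without the block 0 receptors rose or fell, and at an unadjusted p under 0.05 an equal-variance test put 1 receptor higher. Bmpr1a (-0.21 ± 0.10, adjusted p = 0.312), Acvr1 (0.08 ± 0.14, 0.796), Chrd (0.04 ± 0.10, 0.861), Nog (0.13 ± 0.11, 0.571) and Id3 (-0.33 ± 0.16, 0.312) passed in neither fit. Of 14 Smad and target genes Id2 fell (-0.58 ± 0.10, adjusted p = 0.0238, lost in all leave-one-out fits but the one without 48 hpi replicate 2), 1 when adjusted over the list alone and 3 with the block. That list was called lower at adjusted p = 0.00795, with adjusted p = 0.525 with an estimated correlation, while the antagonist (0.783) and receptor (0.272) lists were not called. Antagonists and receptors went both ways, and such moves cancel in camera: 8 and 4 lay above 0, 10 and 7 below. Fry's test for changes in either direction gave unadjusted p = 0.000468 and 0.0244.

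**Figure D2:**
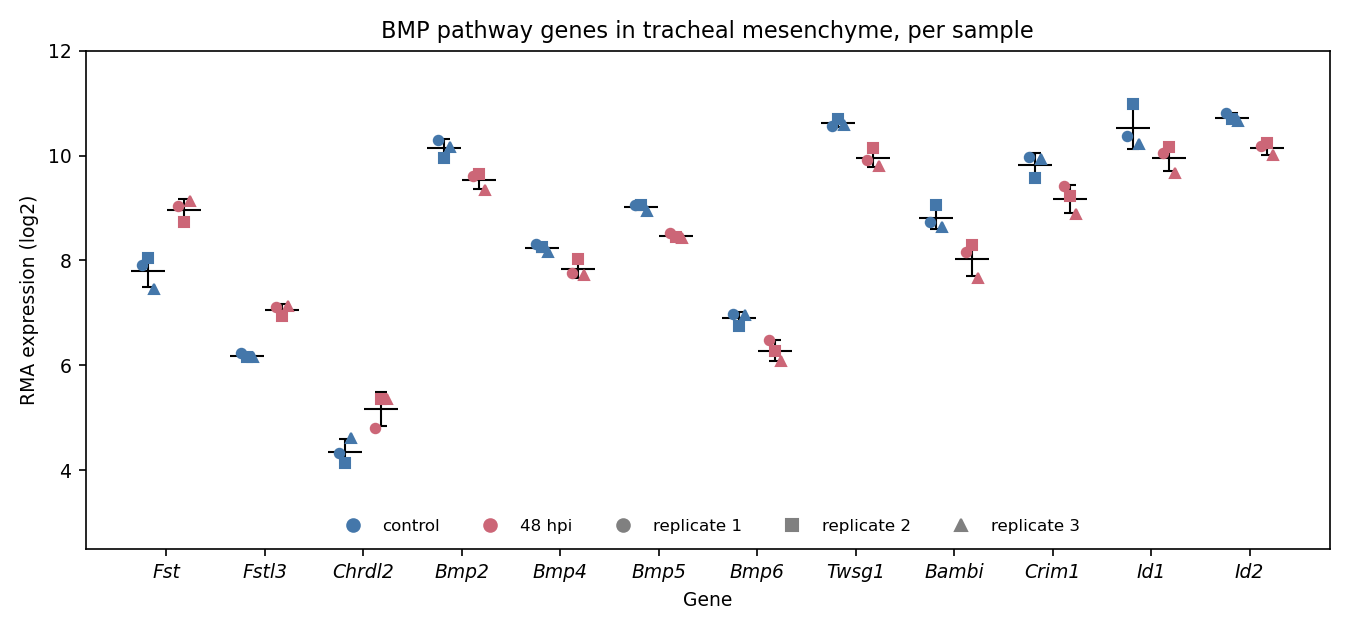
RMA expression on the log2 scale (vertical axis) of 12 BMP pathway genes (horizontal axis) in control and 48 hpi mesenchyme, with 1 symbol per sample and the mean ± SD of 3 samples. Fst rose from 7.81 to 8.97 and Fstl3 from 6.19 to 7.06, while Bmp5 fell from 9.02 to 8.47.

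Cartilage genes were lower as a group. All 20 chondrocyte markers had log2 fold changes below 0, with a median of -0.58. Of these, 4 fell over all genes tested, 11 when adjusted over the list alone and 12 with the replicate block. Col10a1, the hypertrophic cartilage collagen, fell by 0.85 ± 0.17 and the cartilage matrix gene Chad by 0.74 ± 0.14, beside Hapln1 (-0.68) and Snorc (-0.67), both named after their values were seen. The list had adjusted p = 6.69e-08, and adjusted p = 0.298 with an estimated correlation. In limma without 48 hpi replicate 3 or without control replicate 3, 0 of the 4 calls remained, and 1 or 2 remained in the other leave-one-out fits.

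Of 7 Hedgehog pathway genes 2 fell, the inhibitor Hhip (-0.77 ± 0.15) and the receptor Ptch1 (-0.52 ± 0.09), which are both induced by the pathway. The list was called lower at adjusted p = 0.00130, with adjusted p = 0.441 with an estimated correlation, and 5 members fell when adjusted over the list alone. Hhip passed only without 48 hpi replicate 2 and Ptch1 only without 48 hpi replicate 1, with adjusted p up to 0.147 and 0.121 in other leave-one-out fits. Of 16 fibroblast markers Scara5 and Dpt (-0.53 ± 0.11) fell, and 1 rose and 6 fell with the replicate block, where the list reached adjusted p = 0.0416 (0.0723 without), against adjusted p = 0.593 with an estimated correlation (0.660 without the block). Dpt lost its call in all 6 leave-one-out fits (adjusted p from 0.0637 to 0.129) and Scara5 without control replicate 2 or 3 (up to 0.0590). Pdgfra, a receptor that marks fibroblasts, was level at 11.19 ± 0.16 and 11.19 ± 0.13 (SD, n = 3, adjusted p = 0.998), although 1 of its 3 probe sets, not the one used here, rose. Hspa1b was the 1 of 22 immediate early and heat shock genes to fall, also when adjusted over the list alone, and 5 fell with the block. This list was called lower at adjusted p = 0.00830, with adjusted p = 0.779 with an estimated correlation, but not without control replicate 1 (0.252), without 48 hpi replicate 3 (0.173) or without both samples numbered 1 (0.439).

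Markers of epithelium remained measurable in the mesenchyme. Secretory cell markers (median -0.64, adjusted p = 0.00512) and submucosal gland markers (-0.64, 0.00299) were called lower as lists, with adjusted p = 0.660 and 0.603 with an estimated correlation, although 0 of 15 and 0 of 7 members passed in limma and 3 and 2 fell with the replicate block. At an adjustment over the list alone, 0 secretory and 4 gland members fell. With 1 sample left out, the secretory median ran from -0.98 to -0.39 and the gland median from -0.93 to -0.50, and both lists kept their calls. Scgb3a1 was 13.55 ± 0.35 in controls and 13.27 ± 0.44 at 48 hpi, and the gland gene Ltf was 13.66 ± 0.17 and 12.91 ± 0.51 (SD, n = 3). Basal (median 0.12), luminal (-0.30) and ciliated cell markers (-0.05) were not called, nor were smooth muscle (0.09), skeletal muscle (-0.10) or thyroid markers (-0.10). Per array, mean values of these lists did not separate the groups in an exact permutation test (two-sided p from 0.20 to 1, where 3 against 3 cannot go below 0.10). That test does not use the pairing by replicate number. The secretory, gland and ciliated means were lower at 48 hpi in every pair of equal number. The basal, luminal, smooth muscle, skeletal muscle and thyroid means went both ways between pairs.

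Besides those named above, lists without a call were TGF-beta and activin, dendritic cell, T and NK cell, B and plasma cell, mast cell and granulocyte, Schwann cell and neuron, adipocyte, red blood cell, complement, oxidative stress, hypoxia and glycolysis, sterol synthesis, unfolded protein, epithelial growth factor, Wnt, Notch, circadian clock and glucocorticoid genes. Adjusted p over all 28 uncalled lists ran from 0.0510 for sterol synthesis to 0.972 for growth factors. For T and NK cell, hypoxia and unfolded protein genes the median and the test differed in sign. With the replicate block, the mast cell (0.0381), complement (0.0235), oxidative stress (0.0491) and sterol (0.0202) lists were called higher, against adjusted p = 0.571, 0.571, 0.484 and 0.589 with an estimated correlation in the same fit. With an estimated correlation 0 of the 45 lists were called, so a call of a list carries less weight than the count of its members past the threshold. Correlated genes are not the whole reason for this loss. BMP ligand and wound matrix genes had estimated correlations of -0.0048 and -0.0034, below the preset 0.01, and lost their calls too. The estimate rests on 4 residual degrees of freedom. With fry, chemokine (0.0580), BMP Smad (0.0619), IL6 (0.104), endothelial (0.120), interferon (0.207), gland (0.207), collagen (0.313), secretory (0.371) and immediate early genes (0.517) lost their calls.

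RNA quality controls differed in part between the groups. The mean difference between 3' and 5' control probe sets of Gapdh and Actb, which grows as RNA breaks down, was 1.27 ± 0.41 in controls and 0.86 ± 0.21 at 48 hpi (SD, n = 3, exact permutation p = 0.3), and it was lower at 48 hpi in 3 of 3 pairs of equal number (by -0.63, -0.14 and -0.47). The mean of the poly-A spike-in controls was 7.81 ± 0.33 and 7.25 ± 0.29 (SD, n = 3, exact permutation p = 0.2), also lower in 3 of 3 pairs (by -0.62, -0.52 and -0.55). With this difference as a covariate, 379 genes rose and 31 fell. Fst was then not past the threshold (1.06, adjusted p = 0.111), 0 BMP ligands passed, and the secretory (0.0953) and collagen (0.421) lists lost their calls, while chondrocyte, BMP ligand and Hedgehog lists kept theirs. At the preset correlation, the same fit called fibroblast (0.00115), circadian clock (0.000769) and smooth muscle genes (0.0414) lower. It called complement (0.0126) and oxidative stress genes (0.0253) higher.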

Values the study reported

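The study reported that Fst rose 2.4-fold in the mesenchyme at 48 hpi. Its genes of the BMP pathway were selected at P under 0.05 on the microarrays.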

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

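The hybridization spike-in block, the 3' to 5' covariate and leaving out both samples numbered 1 were chosen after seeing the data, and the other alternatives in this part before it. Of 1240 comparisons of 62 named genes past the threshold with an alternative, 902 stayed past it with the same direction, 338 kept the direction but no longer passed, and 0 reversed. With 1 sample left out, 25 of the 62 passed in all 6 fits. Of 47 named genes not past the threshold, 29 of 938 comparisons passed. Of the 17 called lists, 98 of 102 leave-one-out comparisons kept the call, 0 were called with an estimated correlation (smallest adjusted p = 0.252), and 8 with fry, which called 9 lists, complement genes (0.0270) being the other. Of the 28 uncalled lists, 34 of 419 comparisons gained a call and 1 reversed in direction.

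With the replicate block 1596 genes rose and 845 fell (2896 and 2032 probe sets), 5 BMP ligands fell, 1 BMP receptor rose and 1 fell, 4 antagonists rose and 4 fell, and Bmp4 passed (-0.41, adjusted p = 0.0437). With low values raised to a floor 449 genes rose and 87 fell (780 and 176 probe sets), 1 BMP ligand fell, 1 antagonist rose and 0 fell, and Fst missed the threshold (1.16, adjusted p = 0.0793). With arrays centered on their median 1 BMP ligand fell. With a fold of at least 1.5 required, which by construction removes small changes, 706 genes rose and 122 fell (1211 and 206 probe sets).

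An equal-variance test of each probe set, which is not the study's own test, gave with Benjamini-Hochberg adjustment 41 genes higher and 4 lower (70 and 8 probe sets), 0 BMP ligands lower, 0 antagonists higher and 0 lower, and Fst at 1.16 (adjusted p = 0.132). At an unadjusted p under 0.05 it gave 2399 and 1461 genes (4353 and 3125 probe sets), 5 BMP ligands lower and 1 BMP receptor higher. It also gave 3 antagonists higher and 3 lower, and Bmp4 passing at -0.41. By construction it does not share the spread between genes.

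Leaving out 1 sample gave 349 to 647 genes higher and 17 to 98 lower (548 to 1086 and 34 to 176 probe sets), 0 to 2 BMP ligands lower, 1 to 2 antagonists higher and 0 to 1 lower. Fst ranged from 0.99 to 1.29, with adjusted p from 0.0279 to 0.0803. Fewer samples by construction give fewer calls.

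With the spike-in block 714 genes rose and 131 fell (1234 and 234 probe sets). With the 3' to 5' covariate 379 genes rose and 31 fell (597 and 56 probe sets), 0 BMP ligands fell, and 1 antagonist rose and 1 fell. Fst was then 1.06 (adjusted p = 0.111). Smooth muscle markers, not called before (0.09), reversed to a called fall (-0.34, adjusted p = 0.0414). Without both samples numbered 1, 413 genes rose and 76 fell (683 and 144 probe sets), 0 BMP ligands fell, 1 antagonist rose and 0 fell, and Fst was 1.19 (adjusted p = 0.0743). With the replicate block as well, 599 genes rose and 186 fell (1008 and 365 probe sets), 0 BMP ligands fell and Fst was 1.19 (adjusted p = 0.0642). Where no construction is named above, the cause was not tested.

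The share of called genes that rose was 80% and lay between 62.2% and 95.4% under all alternatives. Of the 1130 called genes, 985 were called with the same sign after quantile normalization, 1052 after centering, 1069 with dim probe sets left out (1 turned in sign), 454 with the floor (2 turned) and 935 with the mean of all probe sets (4 turned). Signal over background limits dim genes: 26 called genes had a control mean below the floor.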

Other observations

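The tests of the imprinted growth genes were set before their result was seen, and all other tests of explanations in this part were chosen after the results were seen, including the splits of the samples. The values of other lists below come from the fits of the report.

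Single genes also moved in lists that were not called without the replicate block. The epithelial growth factor gene Ereg rose 5.68-fold (adjusted p = 0.0229), but not without control replicate 2 or without 48 hpi replicate 1, 2 or 3 (adjusted p up to 0.101). It was the 1 of 16 growth factor genes to pass, while 3 rose and 3 fell with the block. Of 22 Wnt pathway genes, where 3 rose and 5 fell with the block, Sfrp1 (log2 fold change 1.00 ± 0.10, SE) and Wnt2 (0.73 ± 0.10) rose and Dkk3 (-0.73 ± 0.14) and Wif1 (-0.72 ± 0.11) fell. Sfrp1 passed in all 6 leave-one-out fits, Wnt2 in 5, Wif1 in 3 and Dkk3 in 1, and 1 of the 4 calls was left without 48 hpi replicate 3, 2 without control replicate 3 or 48 hpi replicate 1. The complement genes C3ar1 (2.80 ± 0.17) and Cfp (2.00 ± 0.18) and the aldo-keto reductase gene Akr1b8 (1.93 ± 0.12) rose, each in all 6 fits as well. With the block 4 of 7 complement genes rose, and 7 of 22 oxidative stress genes rose and 1 fell.

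Samples numbered 1 stood apart in both groups. The first principal component (55.3% of the variance) parted the groups and the second (26.2%) parted samples numbered 1 from the others. With group in the model, 213 genes were higher and 196 lower in samples numbered 1, led by Jchain (3.57) and Igha (3.48) and, on the lower side, Scrg1 (-1.70) and Agtr2 (-1.59). Of these genes 10 were also called at 48 hpi, where chance gives 25.4. The calls at 48 hpi come from the fit without the replicate block. There a difference of samples numbered 1 adds to the spread and makes a call less likely, so no conclusion is drawn from this overlap.

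RNA integrity is argued against as the whole cause of this pattern, since in 0 of 2 groups did the 3' to 5' difference of sample 1 lie outside those of samples 2 and 3. Residual epithelium and glands stay open for the genes that were higher: 4 of 5 epithelial and gland lists had a mean above both other samples in both groups. These values do not single out epithelium. Means of the B and plasma cell, T and NK cell, dendritic cell and macrophage lists also lay above both other samples in both groups. The neutrophil list did so in 1 group and the mast cell list in 0. A difference in leukocytes was not tested. For the genes that were lower, a smaller share of mesenchyme stays open. Collagens were lower in both groups (-0.45 and -0.43), while chondrocyte markers had medians of 0.0124 and 0.0969 over members that went both ways, and means lower by -0.27 in controls, below both other samples, and by -0.14 at 48 hpi. Older or differently grown mice could lower growth genes. For 15 imprinted growth genes the median difference was -0.06 in controls and -0.06 at 48 hpi, at percentiles 5.5 and 2.45 of 10000 random lists. The bound set beforehand, under 5 in both groups, was thus missed in controls. The result is nevertheless read as undecided, a reading adopted after it was seen: 9 of the 15 genes lay below 0 in each group, so members went both ways, and leaving out single genes moved the percentile from 2.27 to 14.48 in controls and from 2.16 to 7.98 at 48 hpi.

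Mitosis genes were higher at 48 hpi by a median of 2.55 on the log2 scale. The authors' normalization, as a rescaling of whole arrays, would move genes of like level alike. It is therefore argued against only as the cause of the rise relative to such genes. A shift shared by most genes is removed by RMA, so the medians of matched genes cannot test it. The 100 genes nearest in level to each mitosis gene had a median of -0.0372 when matched on control means (95% of them between -0.43 and 1.21) and 0.0306 when matched on 48 hpi means (between -0.57 and 1.20). More residual epithelium in the 48 hpi samples, with expression as in controls, is argued against as the whole cause. The upper 95% limit of the difference in epithelial list means was 0.925, below the mean rise of mitosis genes of 2.53. Remaining epithelium that divided more is not covered by this limit. Whether mesenchymal cells, leukocytes or remaining epithelial cells divided cannot be told apart, because no value of a mixed tissue assigns the 2.55 to a cell type.

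Of chondrocyte, BMP ligand and Hedgehog genes, 4 of 20, 3 of 10 and 2 of 7 fell at 48 hpi, and the lists were called lower, against adjusted p = 0.298, 0.252 and 0.441 with an estimated correlation. An even dilution of all resident cells, endothelial cells included, is argued against as the whole cause. Relative to endothelial markers, the 3 lists differed between the groups by -0.78, -0.58 and -0.67 (SD within groups 0.23, 0.14 and 0.0748), below 0 in 3 of 3 pairs. Dilution together with an increase of endothelial cells stays open. Relative to smooth muscle markers the lists differed by -0.67, -0.47 and -0.56 (SD 0.56, 0.54 and 0.47), below 0 in 3 of 3 pairs, and relative to fibroblast markers by -0.271, -0.0688 and -0.158 (SD 0.137, 0.15 and 0.106), below 0 in 3, 2 and 3 pairs, none of them by 2 SD within groups or between pairs. RNA integrity is argued against, since 88.5% or more of each median fall was left with the 3' to 5' covariate. A smaller share of cartilage and lower expression in it cannot be told apart from the chondrocyte median of -0.58.

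The 6 samples can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 1130 genes past the threshold in limma and was the 1 split with as many. The highest other gave 0, with up to 1162 genes at an unadjusted p under 0.05. Of the 10 splits 4 part all 3 pairs of equal number. For gene lists, 4 of the 10 splits called as many as the real one (17), and the highest other called 21. Each other split sets 2 injured samples and 1 control against the reverse, so it keeps part of the injury difference, and mitosis genes were called in 8 of the 9.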
